A study of Mus musculus with 3 samples. Its data were reported in "H2A.Z Acidic Patch Couples Chromatin Dynamics to Regulation of Gene Expression Programs during ESC Differentiation" (2013).

How the data were processed

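ChIP-Seq was performed on mouse ESCs with 3 libraries, 1 per group. The H2A.Z WT and H2A.Z AP3 libraries came from transgenic lines of KH2 ESCs in which a doxycycline-inducible, YFP-tagged transgene was expressed while endogenous H2A.Z was depleted by a hairpin against its 3′ untranslated region, and they were immunoprecipitated with an anti-GFP antibody. The H3K27me3 library was immunoprecipitated with an antibody against that mark. The labels give the strain of all 3 samples as V6.5, and the treatment text describes the transgenic lines as KH2 derivatives. Groups were taken from the genotype and antibody labels.

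The authors sequenced single-end libraries on an Illumina Genome Analyzer, aligned the reads to mm9 with Bowtie, extended each read to the mean fragment length and allocated reads to bins of 25 bp. They called enriched bins with a Poisson background model at a P threshold of 1e-9 and required bins to reach a minimal fold enrichment over input. The data used here are, for each library, a pair of lists of enriched regions, named for thresholds of 1e-9 and 1e-12. The methods state only the former, which was therefore used for the main values. Each library was called on its own and none was pooled. The values in the lists are the start and end of each region, all on multiples of 25 bp over 19 autosomes and the X chromosome, with no height, fold or p-value. The number of reads behind a list is unknown, and a library sequenced more deeply passes a fixed P threshold at more places, so the number and length of regions, and the share kept at 1e-12, mix depth with enrichment. The input and the aligned reads were not analysed here.

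Regions were compared by overlap of at least 1 bp. Shares are given with 95% Wilson intervals, which treat regions as independent. To ask whether lists co-located, one list was rotated along each chromosome by a random offset, 1000 times with a fixed seed, between the first start and the last end found in any list. The one-sided p is the share of rotations with an overlap at least as large, and it says whether lists co-locate, not whether conditions differ. Odds ratios and ratios of lengths or covered bases carry 95% intervals from 1000 bootstrap draws of 1-Mb blocks, since neighbouring regions are not independent. The number of chromosomes above 1 is given beside the main unstratified ratios, except those that compare chromosomes with each other. Strata of length were deciles combined by the Mantel-Haenszel estimator. For the ratio of region lengths, 100 rotations gave the value that region length alone produces by chance. These intervals cover counting error within the lists. With 1 library per group there is no estimate of biological variation.

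Gene models were those of GENCODE vM1 on the same assembly. Promoters were all positions within 2 kb of a start site of a protein-coding transcript of a protein-coding gene, in all 45940 start sites of 22342 genes. Regions were assigned by their midpoint to promoter, exon, intron or intergenic sequence in that order. Coverage around start sites was counted in bins of 25 bp over all start sites, so genes with many start sites weigh more, and an alternative used the most upstream start of each gene. Sequence was used only to count CpG dinucleotides within 500 bp of start sites. Analyses were run in Python 3.11.15 with NumPy 2.4.6 and SciPy 1.17.1, figures were drawn with Matplotlib 3.10.9, and the genome was indexed with samtools 1.23.1.

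The overlaps, the odds ratio of H2A.Z AP3 at H2A.Z WT regions by H3K27me3, the length ratio, the share kept at 1e-12, the number of start sites with a region within 2 kb and the rule for named regions were fixed before the data were examined. That rule took the 3 longest regions of each list, the 3 longest H3K27me3 domains after joining, and the 3 longest H2A.Z AP3 regions with no H2A.Z WT region within 1 kb. The counting of promoters by gene and the comparisons of promoters by H3K27me3, of coverage upstream and downstream of start sites, of chromosomes, of Hox clusters and of the genes studied by PCR were added afterwards. Alternatives covered the stricter threshold, other overlap criteria, joined or longer regions, autosomes alone, random placement in place of rotation and strata of region length. Those added later were the union of the thresholds, the omission of chromosomes 6 and 8, every alternative for the number of promoters or start sites, including other promoter windows, and the alternatives of the comparisons added afterwards.

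The procedures were tested on simulated data. Of 200 rotated H2A.Z AP3 lists of 14599 regions set against the H2A.Z WT list, 5 gave a rotation p under 0.05, and the mean ratio of observed to expected share was 0.979. In 20 lists placed on H2A.Z WT regions at a known rate, the largest error of the recovered share was 0.757 percentage points. With a simulated odds ratio of 2 over 78359 H2A.Z WT regions, the mean odds ratio found was 2.01 and 20 of 20 intervals held the simulated value. The simulated marks were drawn independently for each region, so coverage with dependent neighbours was not tested. The rotated lists were set against other rotations of the same list, which checks the calculation only.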

Results

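H2A.Z is a variant of the core histone H2A that is placed in nucleosomes around gene promoters, and its acidic patch is a cluster of residues exposed on the nucleosome surface. The data set asked where an H2A.Z whose divergent acidic patch residues were exchanged for those of H2A (denoted H2A.Z AP3) is found in the genome of mouse embryonic stem cells (ESCs), compared with wild-type H2A.Z (denoted H2A.Z WT). Both proteins carried a yellow fluorescent protein tag and were immunoprecipitated with an antibody against GFP, so that untagged H2A.Z was not counted. A further ChIP-Seq library was made with an antibody against trimethylated lysine 27 of histone H3 (H3K27me3), a mark of Polycomb-repressed chromatin that is also found at the bivalent promoters of silent developmental genes. The 3 samples formed 3 groups of 1 library each. Each library was represented by a list of enriched regions at a threshold of 1e-9 and a further list at 1e-12. The lists give coordinates without reads, heights or p-values, so the read depth behind each of them is unknown. Without replicates, none of the differences between libraries could be set against the spread between cultures, and the intervals given here cover counting error within these lists only. All coordinates refer to the mm9 assembly.

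The first comparison asked how much of the genome each library called. At the threshold of 1e-9 the H2A.Z WT list held 78359 regions that covered 28.3 Mb, with a median length of 250 bp and a longest region of 6550 bp. The H2A.Z AP3 list held 14599 regions that covered 3.50 Mb, with a median length of 175 bp and a longest region of 3350 bp. H2A.Z WT was thus called at 5.37-fold more regions and over 8.07-fold more bases than H2A.Z AP3. The H3K27me3 list held 16970 regions over 9.32 Mb, with a median length of 250 bp and a longest region of 12550 bp. At 1e-12 the lists held 66862 regions for H2A.Z WT, 10821 for H2A.Z AP3 and 14058 for H3K27me3, and the excess of H2A.Z WT over H2A.Z AP3 was 6.18-fold in regions and 9.50-fold in bases. Without chromosomes 6 and 8, at 1e-9, the excess was 6.07-fold in regions and 10.7-fold in bases. With the union of both thresholds it was 4.89-fold in regions and 7.49-fold in bases. The number of H3K27me3 regions moved most with the processing and was 8348 when regions were joined across gaps of up to 1 kb. Because read depth is unknown, these ratios compare 2 lists and do not measure a ratio of bound protein.

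The lists hold no measure of the strength of enrichment. What could be counted is how many regions of the 1e-9 list held a region of the 1e-12 list, a share that depends on read depth as well as on enrichment. This share was 75.7% for H2A.Z WT (95% Wilson interval 75.4 to 76.0), 67.7% for H3K27me3 (67.0 to 68.4) and 55.4% for H2A.Z AP3 (54.6 to 56.2). H2A.Z AP3 stayed lowest among the 3 libraries when only regions of at least 100 bp were counted, with 75.4% against 87.9% for H2A.Z WT and 84.0% for H3K27me3. The share does not count regions of a 1e-12 list that lay outside the 1e-9 list. These made up 23.4% of the 1e-12 list for H2A.Z AP3, 8.05% for H2A.Z WT and 3.24% for H3K27me3, so the comparison of shares is limited by them too.

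The next comparison asked whether H2A.Z AP3 occupied the same places as H2A.Z WT. Of the 14599 H2A.Z AP3 regions, 10655 (73.0%, interval 72.3 to 73.7) overlapped an H2A.Z WT region by at least 1 bp. When one list was rotated along each chromosome, the mean share over 1000 rotations was 2.23%, so the observed overlap was 32.7-fold higher (one-sided permutation p = 0.001, the smallest the rotations can give). Across 10 alternative settings the share ranged from 69.1%, with H2A.Z WT taken at 1e-12, to 84.7%, with regions within 1 kb counted as shared. In the opposite direction, 10145 of the 78359 H2A.Z WT regions (12.9%, interval 12.7 to 13.2) overlapped an H2A.Z AP3 region, 31.2-fold above the rotated mean of 0.415% (one-sided permutation p = 0.001, again the smallest possible). Most H2A.Z AP3 regions therefore lay in the H2A.Z WT set, and most of the H2A.Z WT set was not called in the H2A.Z AP3 library.

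**Figure D1:**
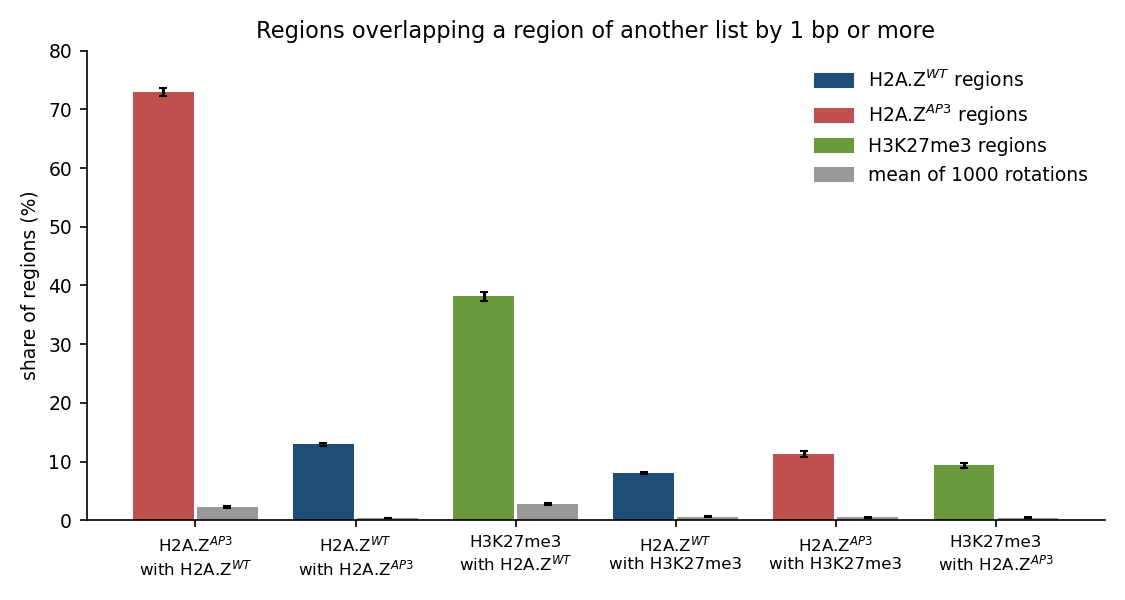
Share of regions (%, vertical axis) that overlap a region of another list by at least 1 bp, at the threshold of 1e-9; coloured bars show the observed share with its 95% Wilson interval and grey bars the mean of 1000 rotations with its SD. H2A.Z AP3 regions overlapped H2A.Z WT regions in 73.0% of cases against 2.23% after rotation, while 12.9% of H2A.Z WT regions overlapped an H2A.Z AP3 region.

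The H2A.Z WT regions called in the H2A.Z AP3 library were the longer ones. Their median length was 525 bp, against 225 bp for the 68214 regions without H2A.Z AP3, a ratio of 2.33 (95% interval from a bootstrap of 1-Mb blocks, 2.22 to 2.33) that lay above 1 on 20 of 20 chromosomes. A long region is also more easily hit by chance, and the same ratio averaged 1.63 when the H2A.Z AP3 list was rotated. None of 100 rotations reached the observed ratio, the highest being 2.10. This margin over chance was lost under some settings. With regions joined across gaps of up to 1 kb the ratio was 3.30 and 11 of 100 rotations reached it, and without chromosomes 6 and 8 it was 2.22 and 5 of 100 reached it.

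H3K27me3 was compared with both H2A.Z lists to ask how they lay in Polycomb-marked chromatin. The H3K27me3 library was grouped by its antibody, and whether it came from cells with H2A.Z AP3 was not established here. The study reported by ChIP and PCR that H3K27me3 was lower at bivalent genes in H2A.Z AP3 cells. All comparisons with H3K27me3 therefore use a mark not shown to have been measured in the mutant cells. Of the H2A.Z WT regions, 6332 (8.08%, interval 7.89 to 8.27) overlapped an H3K27me3 region, 13.3-fold above the rotated mean of 0.606%. Of the H2A.Z AP3 regions, 1642 (11.2%, interval 10.7 to 11.8) did so, 21.0-fold above the rotated mean of 0.535%. For both overlaps the one-sided permutation p was 0.001, the smallest possible. Seen from the other side, 38.2% of the 16970 H3K27me3 regions overlapped an H2A.Z WT region, and 68.6% had one within 1 kb.

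An H2A.Z WT region was more often called in the H2A.Z AP3 library when it overlapped a region of the H3K27me3 library. This was the case for 1695 of 6332 marked regions (26.8%, interval 25.7 to 27.9) and for 8450 of 72027 unmarked regions (11.7%, interval 11.5 to 11.97), an odds ratio of 2.75 (block bootstrap interval 2.56 to 2.95) that was above 1 on 20 of 20 chromosomes. The odds ratio was smaller among regions of similar length. Within deciles of H2A.Z WT region length the Mantel-Haenszel odds ratio was 1.30 (1.22 to 1.40). Among the H2A.Z WT regions that held no region at 1e-12, H2A.Z AP3 was called at 10 of 540 marked and 394 of 18484 unmarked regions, with an odds ratio of 0.866 whose interval (0.389 to 1.46) included 1.

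Promoters were defined as the sequence within 2 kb of any transcription start site (TSS) of 22342 protein-coding genes. H2A.Z WT was called at the promoters of 13599 genes (60.9%, interval 60.2 to 61.5), H2A.Z AP3 at 4977 (22.3%, 21.7 to 22.8) and H3K27me3 at 3985 (17.8%, 17.3 to 18.3). Counted over the 45940 start sites of these genes, a region lay within 2 kb of 26713 (58.1%) for H2A.Z WT, 9107 (19.8%) for H2A.Z AP3 and 7161 (15.6%) for H3K27me3. Of the genes with H2A.Z AP3, 4692 (94.3%) also had H2A.Z WT, and these made up 34.5% of the genes with H2A.Z WT. Of the genes with H3K27me3, 3779 (94.8%) also had H2A.Z WT. The window of 5 kb moved the H2A.Z AP3 share most upward, to 26.2% (5849 genes), and the threshold of 1e-12 moved it most downward, to 18.1% (4035 genes). Without chromosomes 6 and 8 it was 19.7% (3949 of 20089 genes). By their midpoints, 24.2% of H2A.Z WT regions, 37.1% of H2A.Z AP3 regions and 48.3% of H3K27me3 regions lay in promoters, against 4.60% of rotated H2A.Z WT regions. Introns held 25.7% and intergenic sequence 40.3% of H2A.Z WT regions, compared with 19.0% and 35.5% of H2A.Z AP3 regions.

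At promoters with H2A.Z WT, the presence of H3K27me3 went with more sequence covered by H2A.Z WT. Within 2 kb of any TSS of the gene, H2A.Z WT regions covered 1191 bp on average at the 3779 genes with H3K27me3. At the 9820 genes without it they covered 626 bp, a ratio of 1.90 (1.84 to 1.95) that was above 1 on 20 of 20 chromosomes. Genes with start sites far apart have larger promoters, and no setting with 1 start per gene was run for this comparison. H2A.Z AP3 was called at 44.2% of the promoters with H3K27me3 (42.6 to 45.8) and 30.8% of those without (29.9 to 31.7). The odds ratio was 1.78 (1.64 to 1.95) and was above 1 on 19 of 20 chromosomes. Within deciles of the H2A.Z WT-covered length the odds ratio was 1.04 (0.940 to 1.15), so that no difference by H3K27me3 was detected among promoters of similar H2A.Z WT coverage. The bases covered by H2A.Z AP3, whether or not inside an H2A.Z WT region, amounted to 13.1% of the number covered by H2A.Z WT at promoters with H3K27me3 and 14.8% at those without.

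The position of both proteins relative to the TSS was then compared over 45940 start sites. H2A.Z WT coverage was highest 150 bp downstream, where 33.7% of start sites lay in a region, and formed a shoulder upstream, with 20.1% covered 300 bp before the start. H2A.Z AP3 coverage had separate maxima 300 bp upstream (3.90%) and 150 bp downstream (4.71%). Relative to H2A.Z WT coverage, H2A.Z AP3 coverage stood at 19.4% at the upstream position, 9.55% in the bin just before the start and 14.0% at the downstream position. Summed over 1 kb on each side, the bases covered by H2A.Z AP3, inside H2A.Z WT regions or not, amounted to 17.03% of the number covered by H2A.Z WT upstream (15.9 to 18.2) and 12.8% downstream (12 to 13.7). The ratio of these percentages was 1.33 (block bootstrap interval 1.25 to 1.41), above 1 on 19 of 20 chromosomes, and ranged from 1.32 to 1.46 over 5 alternative settings. Counted by region, no such difference was found, since H2A.Z AP3 was called at 23.3% of the 5524 H2A.Z WT regions centred upstream and 22.6% of the 10570 centred downstream. The unstratified odds ratio was 1.04 (0.961 to 1.12) and was above 1 on only 9 of 20 chromosomes. The downstream regions were longer, with a median of 450 bp against 350 bp, and within deciles of length the odds ratio for upstream regions was 1.24 (1.14 to 1.34).

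**Figure D2:**
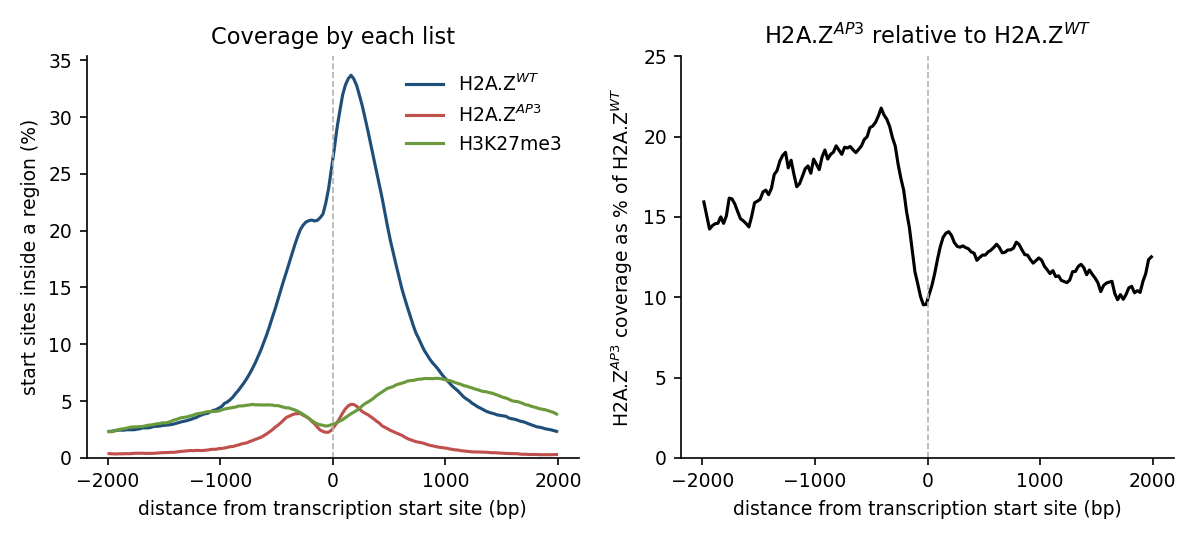
Left, share of 45940 protein-coding start sites lying inside a region of each list (%, vertical axis) by distance from the start in 25-bp bins (horizontal axis, bp); right, H2A.Z AP3 coverage as a percentage of H2A.Z WT coverage. The H2A.Z WT curve peaks at 33.7% and the relative coverage by H2A.Z AP3 falls to 9.55% just before the start.

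The fraction of H2A.Z WT promoters called in the H2A.Z AP3 library was not uniform across the genome. On 17 autosomes it lay between 28.7% and 36.0%, with a median of 31.0%, whereas it was 60.9% on chromosome 6 and 61.2% on chromosome 8, and 14.2% on the X chromosome. The odds ratio for chromosomes 6 and 8 against the other autosomes was 3.43 (3.05 to 3.85). The H2A.Z AP3 list held 14.3 and 15.2 regions per Mb on chromosomes 6 and 8, against 3.30 to 8.13 on the other autosomes. H2A.Z WT regions were also densest there, with 49.3 and 57.1 per Mb against 19.3 to 45.6, and were called at 67.2% and 77.0% of promoters against 49.2% to 71.1%. H3K27me3 was called at 19.0% and 17.7% of the promoters of chromosomes 6 and 8, inside the range of 13.5% to 25.7% on the other autosomes. This comparison was made after the data had been seen.

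**Figure D3:**
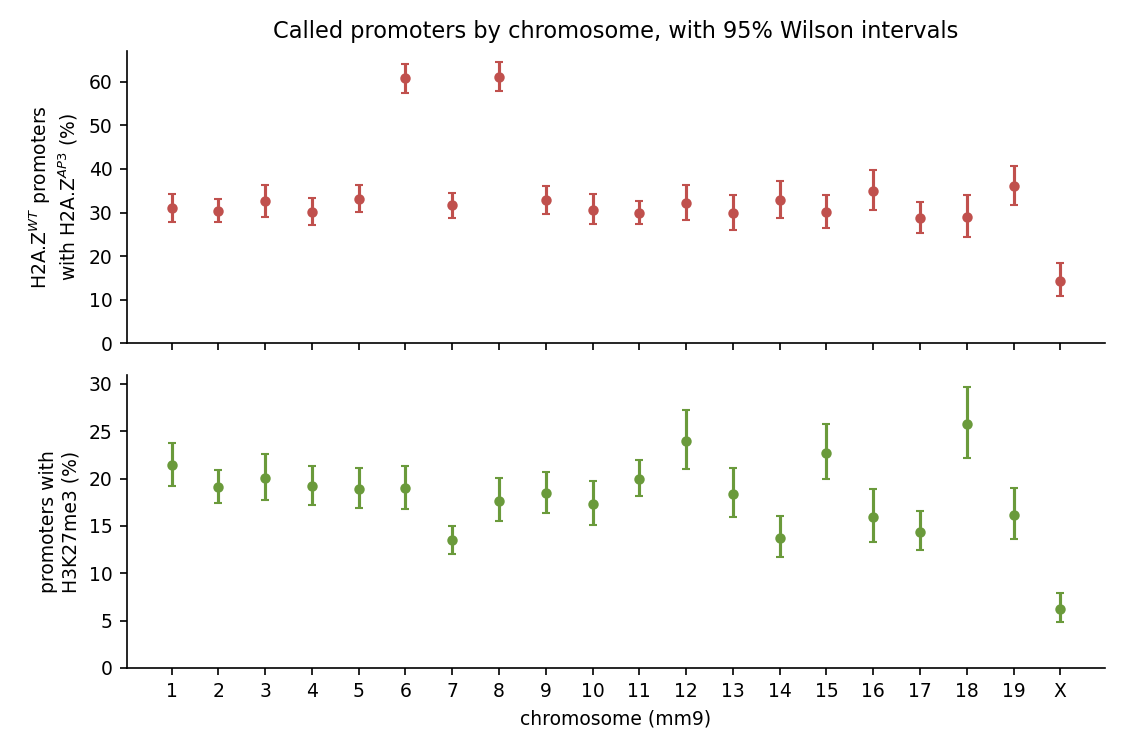
Share of H2A.Z WT promoters with an H2A.Z AP3 region (top, %) and share of all protein-coding promoters with an H3K27me3 region (bottom, %) on each chromosome, as points with 95% Wilson intervals. Chromosomes 6 and 8 stand at 60.9% and 61.2% in the upper panel and within the range of the other autosomes in the lower panel.

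Regions were named by a rule of length fixed before the data were examined. The longest H2A.Z WT region lay on chromosome 17 from 25516351 to 25522900 in an intron of Cacna1h and contained 2 H2A.Z AP3 regions that together covered 1700 bp. The next lay in Plec (chromosome 15, 76006976 to 76013125, exonic at its midpoint), with no H2A.Z AP3 region, and in Apc2 (chromosome 10, 79773526 to 79778925, exonic), with 200 bp of H2A.Z AP3. The 3 longest H2A.Z AP3 regions were all on chromosomes 6 and 8 and all overlapped an H2A.Z WT region. They lay at the promoters of Podnl1 (chromosome 8, 86649301 to 86652650), Ldhd (chromosome 8, 114151526 to 114154725) and Gm16499 and Tril (chromosome 6, 53767426 to 53770350). The 3 longest H2A.Z AP3 regions without H2A.Z WT within 1 kb were on the same chromosomes, at 113827551 to 113829200 on chromosome 8 (intergenic), 67117351 to 67118850 on chromosome 6 (exon of A430010J10Rik) and 34281201 to 34282525 on chromosome 6 (intergenic). Among H3K27me3 regions the longest covered the promoter of Nr2e1 (chromosome 10, 42296401 to 42308950) and held 5 H2A.Z WT regions and no H2A.Z AP3 region. It was followed by an intergenic region nearest to Cbx8 (chromosome 11, 118902901 to 118914350), with 325 bp of H2A.Z AP3, and a region in an intron of Pax7 (chromosome 4, 139377676 to 139388800), with none.

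With H3K27me3 regions joined across gaps of up to 1 kb, the 3 longest domains were in Hox clusters. They measured 106925 bp in HoxB (chromosome 11, 96112801 to 96219725), 98525 bp in HoxC (chromosome 15, 102752551 to 102851075) and 55825 bp in HoxA (chromosome 6, 52148701 to 52204525). Over the whole HoxA cluster the length covered by H2A.Z AP3 regions amounted to 25.8% of that covered by H2A.Z WT, compared with 3.91% in HoxB, 7.65% in HoxC and 9.07% in HoxD. HoxA also had the highest H2A.Z WT coverage of these clusters, 26.9% of its length, against 7.36% in HoxB, 7.62% in HoxC and 13.7% in HoxD. H3K27me3 covered 71.2% of HoxA, 53.7% of HoxB, 76.6% of HoxC and 66.9% of HoxD.

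**Figure D4:**
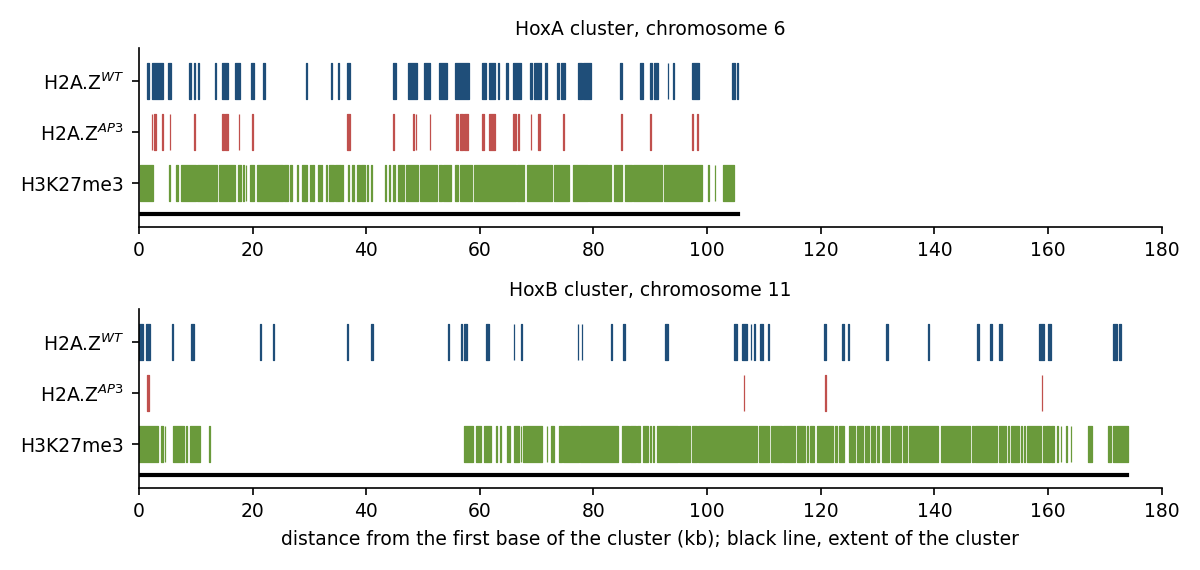
Regions of the 3 lists at the threshold of 1e-9 across the HoxA cluster on chromosome 6 and the HoxB cluster on chromosome 11, drawn to one scale in kb from the first base of each cluster, with a thin outline that keeps the shortest regions visible. The length of H2A.Z AP3 regions amounts to 25.8% of that of H2A.Z WT regions in HoxA and 3.91% in HoxB.

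Genes that the study had examined by ChIP and site-specific PCR were also looked up. H2A.Z WT was called at the promoters of Zfpm2, Nagk, Thra, Hoxa11, Foxa2 and Bmp2 and was not called at Pou5f1. H2A.Z AP3 was called at Hoxa11, over 125 bp, and at Foxa2, over 25 bp, and at none of the others. H3K27me3 was called at Hoxa11, Foxa2 and Bmp2, which the study treated as bivalent, and also over 1275 bp at Zfpm2, which it treated as active. At Zfpm2 both the H3K27me3 and the H2A.Z WT coverage lay at the most upstream start (chromosome 15, 40486588) and none lay at its other starts, 40496536 and 40583293. The start nearest to the PCR product of the study was not determined here. The absence of a call at these promoters means that no region passed the threshold, at a depth that is unknown.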

Values the study reported

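The study reported H2A.Z enrichment at about 11,000 promoters in ESCs. By semi-quantitative immunoblot of chromatin fractions, it reported approximately 1.85 fold more of the wild-type protein than of the acidic patch mutant.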

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

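The tests in this part were chosen after the result they measure had been seen. A region that passes a P threshold of 1e-12 should also pass 1e-9, so the stricter list of a library was checked for sequence that the looser list lacks. In the H2A.Z WT library 5384 regions of the 1e-12 list (8.05%) shared no base with the 1e-9 list. The H2A.Z AP3 library had 2529 such regions (23.4%, interval 22.6 to 24.2) and the H3K27me3 library 455 (3.24%). They drew attention because they are signal outside the lists used for the main values. Their median length was 150 bp in H2A.Z WT and 100 bp in the other libraries, shorter than the regions that lay inside the 1e-9 list, which had medians of 225 bp in H2A.Z WT, 175 bp in H2A.Z AP3 and 250 bp in H3K27me3.

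A different alignment or bin grid behind the 2 lists would leave regions of one list that cross the edges of the other. Among 91741 regions of the 1e-12 lists, 0 crossed an edge, which argues against it. The methods state the fold-over-input rule for bins, and applied to bins it would leave no region of a 1e-12 list outside the 1e-9 list, so the lists depart from that description. One explanation that stays open is the fold-over-input rule applied to whole regions. If a wide region is formed at 1e-9 and its average enrichment falls under the rule, the whole region is dropped, while its stronger core may pass at 1e-12. This needs every 1e-12 region to lie wholly inside or wholly outside the looser list, and the count of 0 crossings is what it requires. A different input behind the 2 lists cannot be told apart from it, since whole regions dropped for another input would also give 0 crossings. The fold values that would settle it were not analysed here, and no biological explanation was tested. The 1e-9 list may therefore miss places of real enrichment. As a share of the 1e-12 list such regions were most frequent in the H2A.Z AP3 library (23.4%), and by number in the H2A.Z WT library (5384). With the union of both lists per library, the share of H2A.Z AP3 regions overlapping H2A.Z WT was 74.0%.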

How the results depend on the processing

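Alternatives that took the union of both thresholds or left out chromosomes 6 and 8, and all those for the number of promoters or start sites, for promoters by H3K27me3 and for positions around start sites, were chosen after seeing the data. All alternatives chosen beforehand were run. In total 121 alternatives were computed for 22 results, and 110 were counted as unchanged. These kept the direction and the side of the threshold or, for values without a test, stayed within their interval or within 1.5-fold. An exception in direction was the odds ratio for H2A.Z WT regions upstream against downstream of start sites. It was 1.04 (0.961 to 1.12) in the main setting and 0.990 (0.924 to 1.07) with the union of both thresholds, and both intervals included 1. No paired analysis was possible because each group has 1 library, and for the same reason no replicate could be left out.

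The overlaps of H2A.Z AP3 with H2A.Z WT and of both with H3K27me3 exceeded all rotations under every alternative run. The share of H2A.Z WT regions with H2A.Z AP3 ranged from 11.4% to 18.5%, that of H2A.Z WT regions with H3K27me3 from 7.14% to 11.9%, and that of H2A.Z AP3 regions with H3K27me3 from 9.32% to 17.3%. The highest value of each came from counting regions within 1 kb as shared.

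The ratio of H2A.Z WT region lengths stayed above 1 under all 9 alternatives, and it is counted above on that basis alone. Its margin over rotated lists was lost in some of them. With regions joined it was 3.30 and reached by 11 of 100 rotations, and without chromosomes 6 and 8 it was 2.22 and reached by 5 of 100, for reasons that were not tested.

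The odds ratio of H2A.Z AP3 at H2A.Z WT regions by H3K27me3 was 0.866, below 1, in regions without a 1e-12 region, with an interval (0.389 to 1.46) that included 1; only 10 marked regions there had H2A.Z AP3, and the cause was not tested. At promoters, stratifying by H2A.Z WT-covered length took the odds ratio to 1.04, no longer distinct from 1, and whether coverage is the cause was not tested. For regions upstream against downstream of start sites, stratifying by length brought the odds ratio to 1.24 and past the threshold. The downstream regions are longer, but the cause was not tested.

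The share of regions kept at 1e-12 moved beyond its interval in several settings. Counting bases, it was 74.6% for H2A.Z WT and 71.8% for H3K27me3. Among regions of at least 100 bp it was 87.9% for H2A.Z WT, 75.4% for H2A.Z AP3 and 84.0% for H3K27me3. Without chromosomes 6 and 8 it was 74.97% for H2A.Z WT and 52.3% for H2A.Z AP3. The cause was not tested. H2A.Z AP3 had the lowest share of the 3 libraries in each of these settings. Joining across gaps of up to 1 kb left 8348 H3K27me3 regions, by construction fewer.

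The unknown read depth limits each comparison of numbers, lengths or shares kept at 1e-12 between libraries. It does not affect comparisons within one list, such as those between chromosomes or between promoter classes, in the same way, although regions near the threshold are lost first in a shallow library.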

Other observations

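In this part the tests on windows, dense loci, H3K27me3 calls, random background, the number of unshared regions by chromosome and lost H2A.Z WT regions were chosen after the result had been seen. Those on CpG content, H2A.Z WT-covered length and the share held at 1e-12 were chosen after the patterns they address had been seen, but before their own values were computed.

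H2A.Z AP3 was called at 61.0% of H2A.Z WT promoters on chromosomes 6 and 8 (58.7 to 63.4) and 31.4% on the other autosomes (30.5 to 32.2), an odds ratio of 3.43. Several technical explanations were set against the tables. If a few dense loci were the source, the odds ratio without the 3 highest windows of 10 Mb would approach 1, but it was 3.31 (2.94 to 3.74). CpG content of the promoters did not account for it, with an odds ratio of 3.56 (3.15 to 4.00) within deciles of CpG number. Nor did longer H2A.Z WT regions on these chromosomes, since it was 2.95 (2.62 to 3.36) within deciles of H2A.Z WT-covered length. Mappability, gene annotation or gene density acting on every library would raise H3K27me3 calls too, yet the odds ratio for H3K27me3 was 0.999 (0.838 to 1.17). A cause confined to the libraries made with the GFP antibody is not addressed by this value, since H3K27me3 marks other promoters. Away from promoters the same chromosomes were raised, with 9.68 and 10.4 H2A.Z AP3 regions per Mb against at most 5.14 on the other autosomes, and H3K27me3 was not, with 2.82 and 3.36 against a median of 3.35.

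What stays open is extra copies of chromosomes 6 and 8 in the cells of the AP3 library. This requires the rise along the whole length of both chromosomes, and all 25 windows of 10 Mb with at least 20 H2A.Z WT promoters lay above the median of 31.7% of the 184 windows of the other autosomes. The lowest of the 25 stood at 40.7%, under the 95th percentile of the other windows, 43.9%, and 16 lay above the highest window elsewhere, 60.9%. Any cause acting along whole chromosomes would give such windows, so they do not single out extra copies. H2A.Z WT was raised as well, with an odds ratio of 1.64 (1.29 to 2.12) over all promoters and 40.7 and 47.5 regions per Mb away from promoters against at most 32.7, so that both transgenic lines may share the feature to a different degree. Copy number was not measured, because the lists hold no reads. A difference in how H2A.Z AP3 itself is placed on these chromosomes was not tested and remains possible. If a modest gain in template raises the called share this much, some H2A.Z WT promoters without an H2A.Z AP3 call on the other chromosomes may lie just under the threshold, and the ratio of list sizes would then overstate the loss of the mutant. The HoxA cluster lies on chromosome 6, and its higher H2A.Z AP3 coverage compared with the other Hox clusters goes with this pattern.

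Of the H2A.Z AP3 regions, 3944 shared no base with the H2A.Z WT list, and 1704 of these had an H2A.Z WT region within 1 kb. Background spread evenly over the genome would put them at promoters as rarely as rotated H2A.Z WT regions, 4.60%, but the share was 25.9% (24.6 to 27.3). Background that itself favours promoters was not tested and is not excluded. Nor were the 2240 regions with no H2A.Z WT region within 1 kb tested alone. Chromosomes 6 and 8 held 563 and 468 of the 3944 unshared regions, against 98 to 276 on each other autosome. As a share of all H2A.Z AP3 regions of the chromosome they were not raised, at 26.3% and 23.4% against 22.5% to 32.0%, so their excess there is no more than that of H2A.Z AP3 regions in general, for which extra copies of these chromosomes stay open. The 2913 regions on other chromosomes cannot come from this source. Calls near the threshold remain a candidate explanation. Only 36.4% of the unshared regions held a 1e-12 region, against 62.4% of the shared ones, and within deciles of length the odds ratio was 0.823 (0.735 to 0.922). That H2A.Z WT regions were lost from the 1e-9 list cannot be told apart from true absence, since 204 unshared regions (5.17%) overlapped an H2A.Z WT region of the 1e-12 list and a lost region need not hold one. Sites specific to the mutant stay open and were not tested.

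Relative to H2A.Z WT, H2A.Z AP3 covered less sequence downstream than upstream of start sites when bases were counted, while the share of regions called was alike on both sides. H2A.Z WT regions downstream were longer, and among regions of similar length the odds ratio of an H2A.Z AP3 call upstream was 1.24. The base-level ratio stayed above 1 without chromosomes 6 and 8, at 1.39 (1.30 to 1.49).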
